# Increased Circulating miR-21 Levels Are Associated with Kidney Fibrosis

**DOI:** 10.1371/journal.pone.0058014

**Published:** 2013-02-28

**Authors:** François Glowacki, Grégoire Savary, Viviane Gnemmi, David Buob, Cynthia Van der Hauwaert, Jean-Marc Lo-Guidice, Sébastien Bouyé, Marc Hazzan, Nicolas Pottier, Michaël Perrais, Sébastien Aubert, Christelle Cauffiez

## Abstract

MicroRNAs (miRNAs) are a class of noncoding RNA acting at a post-transcriptional level to control the expression of large sets of target mRNAs. While there is evidence that miRNAs deregulation plays a causative role in various complex disorders, their role in fibrotic kidney diseases is largely unexplored. Here, we found a strong up-regulation of miR-21 in the kidneys of mice with unilateral ureteral obstruction and also in the kidneys of patients with severe kidney fibrosis. In addition, mouse primary fibroblasts derived from fibrotic kidneys exhibited higher miR-21 expression level compared to those derived from normal kidneys. Expression of miR-21 in normal primary kidney fibroblasts was induced upon TGFβ exposure, a key growth factor involved in fibrogenesis. Finally, ectopic expression of miR-21 in primary kidney fibroblasts was sufficient to promote myofibroblast differentiation. As circulating miRNAs have been suggested as promising non-invasive biomarkers, we further assess whether circulating miR-21 levels are associated with renal fibrosis using sera from 42 renal transplant recipients, categorized according to their renal fibrosis severity, evaluated on allograft biopsies (Interstitial Fibrosis/Tubular Atrophy (IF/TA). Circulating miR-21 levels are significantly increased in patients with severe IF/TA grade (IF/TA grade 3: 3.0±1.0 *vs* lower grade of fibrosis: 1.5±1.2; p = 0.001). By contrast, circulating miR-21 levels were not correlated with other renal histological lesions. In a multivariate linear regression model including IF/TA grade and estimated GFR, independent associations were found between circulating miR-21 levels and IF/TA score (ß = 0.307, p = 0.03), and between miR-21 levels and aMDRD (ß = −0.398, p = 0.006). Altogether, these data suggest miR-21 has a key pathogenic role in kidney fibrosis and may represent a novel, predictive and reliable blood marker of kidney fibrosis.

## Introduction

Renal fibrosis, the final common end stage of a wide variety of chronic kidney diseases, is characterized by the excessive and persistent accumulation of extracellular matrix (ECM) proteins responsible for the progressive destruction of kidney parenchyma [1]–[2]. In particular, kidney transplantation may be considered as an *in vivo* model of accelerated interstitial kidney fibrosis [3]. Indeed, after renal transplantation, several processes involving both alloantigen-dependent and independent factors induce chronic allograft dysfunction and consequently a renal change characterized notably by interstitial fibrosis (IF), tubular atrophy (TA) and glomerular sclerosis [4].

Kidney fibrosis is a complex disorder whose underlying molecular mechanisms remain largely unknown. Irrespective of the initial cause (infectious, autoimmune, toxic, obstructive…), the current paradigm suggests that aberrant wound healing of the kidney tissue following the sustained injury is the key driving process of the fibrotic response. Indeed, after the initial insult, the affected kidney tissue undergoes a cascade of molecular events to restore tissue integrity. These processes include in particular the activation of kidney resident cells followed by the release of proinflammatory cytokines along with the subsequent infiltration of inflammatory monocytes/macrophages and T cells to the injured sites. Depending on the etiology of renal injury and if the injurious condition is sustained, glomerular or interstitial infiltrated inflammatory cells become activated, and produce detrimental molecules such as pro-fibrotic and inflammatory cytokines (especially TGFβ) or reactive oxygen species [5]–[7]. Finally, mesangial cells, fibroblasts, and tubular epithelial cells are then stimulated and undergo phenotypic activation or transition and produce a large amount of ECM components. This continuous excessive deposition of ECM proteins results in fibrous scars and distorts the fine architecture of kidney tissue, ultimately leading to the loss of kidney function [8]–[9].

MiRNAs, a set of approximately 22 nucleotide noncoding RNAs, are a major class of gene expression regulators with essential functions in numerous biological processes including development, differentiation, stress response, apoptosis and proliferation [10]. Since the first miRNA was identified in *Caenorhabditis elegans* as an important factor for timing of larval development [11]–[12], about 1500 miRNAs have now been identified and/or characterized in the human genome (miRbase version 18, see http://www.mirbase.org/). To date, numerous studies have identified specific miRNA expression patterns related to the initiation and progression of various diseases including cancer as well as inflammatory, infectious and autoimmune diseases [13]–[14]. Nevertheless, the precise role of miRNA in kidney fibrosis remains largely unknown [15]–[16].

Increasing evidence also suggests that miRNA profiling is a promising approach to develop new biomarkers for diagnosis, prognosis or disease activity [17]–[18]. This line of research is best exemplified with the discovery of high correlation between circulating miRNA levels and various clinico-pathological endpoints. This, along with the remarkable stability of miRNAs in plasma and serum, underscores their powerful value as a new class of blood-based biomarkers [19]–[21] and opens new avenues for the development of non-invasive tests.

To identify miRNAs with potential roles in the development of renal fibrosis, we performed a genome-wide assessment of miRNA expression in kidneys obtained from mice with unilateral ureteral obstruction, a well-established experimental model of renal fibrosis [22]. In particular, we identified a strong up-regulation of miR-21 during the fibrogenic response to kidney injury in mice and also in renal tissue samples from patients with advanced kidney fibrosis. Therefore, since miR-21 was detected in serum, the potential of circulating miR-21 levels as a non invasive marker of kidney fibrosis was further investigated. To our knowledge, we showed for the first time that miR-21 circulating levels are significantly increased in patients affected by severe kidney fibrosis. In addition, circulating miR-21 levels were also correlated to estimated Glomerular Filtration Rate. These preliminary data suggest that circulating miR-21 expression is a potential novel and predictive marker of severe kidney fibrosis.

## Results

### miR-21 is a relevant miRNA involved in kidney fibrosis

In a systematic approach to identify miRNAs involved in kidney fibrosis, we compared miRNA expression profile of fibrotic kidneys from mice 28 days after Unilateral Ureteral Obstruction (UUO) to that of control kidneys using microarray. 

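Total RNA from kidneys of male C57BL/6 mice, collected at day 28, was labelled with Cy3 and hybridized to 1-colour Agilent mouse miRNA arrays, which carry several short probes for each miRNA. 7 arrays were analysed here, of which 3 carry the group label treated and 4 the label non-treated, and the paper gives 4 mice in each group. The deposited record describes both operations but does not say which label stands for which. It numbers the arrays labelled treated with an S, which may stand for sham, and its title names sham kidneys. Before the data were examined, treated was read as obstructed. With the labels taken as given, all 50 log2 fold changes of Table 1 had the opposite sign on these arrays. Which arrays are obstructed and which are sham is therefore not settled, and each direction is given by the deposited label, as labelled treated minus labelled non-treated. The authors deposited scanner output of Agilent Feature Extraction, with background-subtracted spot intensities that are not normalized between arrays. Each array holds 13920 spots for 1937 probes of 696 mouse miRNAs. Agilent's software called between 232 and 282 miRNAs detected on the arrays labelled non-treated (median 263.5) and between 193 and 214 on those labelled treated (median 203). Spot signals were averaged per probe without outlier spots and summed over the probes of a miRNA. The methods normalize to the mean of each array without naming the miRNAs it covers. Here the mean log2 signal of the 186 miRNAs detected on every array was used, and scaled signals below 6.71 were set to that floor. Before scaling, this mean was 7.24 ± 0.40 (SD, n = 4) on the arrays labelled non-treated and 6.09 ± 0.32 (SD, n = 3) on those labelled treated, so the scaling removes a difference between the groups and decides where no change lies. All arrays lie on 1 slide and were read in 1 scan. The number of arrays limits the precision. The lowest Pearson's r across miRNAs between arrays of a group was 0.990, and the highest between arrays of different groups was 0.935.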

MiRNAs were considered as statistically differentially expressed between injured and control kidneys at p-value below 0.01. 

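The threshold was applied here to limma's moderated test with Benjamini-Hochberg adjustment, over the 236 miRNAs detected on every array of at least 1 group. The methods' t-test on the same values gave 131 miRNAs at the threshold of the methods without adjustment and 118 after Benjamini-Hochberg adjustment.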

We identified a panel of 50 miRNAs whose expression significantly differs between normal and fibrotic kidneys (**Figure 1A** and **Table 1**) of which 37 were down-regulated and 13 were up-regulated in mouse fibrotic kidneys. 

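Of the 236 miRNAs tested, 129 passed the adjusted threshold. Their signal was higher on the arrays labelled treated for 56 and lower for 73. Scaling moved the split most, and without scaling between arrays 7 were higher and 162 lower. In that setting miR-21, miR-205 and miR-29c had the same standard error, 0.32. The lower overall signal of the arrays labelled treated is then shared by all miRNAs, so these calls are not independent of each other. All 50 miRNAs of Table 1 were found on the array, 6 of them under a name with a version suffix, and 48 passed the threshold. Across these miRNAs, which are not independent replicates, the log2 fold change by label correlated with that of Table 1 at Pearson's r = -0.996 and Spearman's rho = -1.00. Table 1 was made by the study from the same experiment, so this compares processing and labels and is no independent measurement. The miRNAs that Table 1 lists but that did not pass were miR-218, with a log2 fold change of 0.44 (standard error 0.11, limma adjusted p = 0.0124), and miR-2133, with 0.53 (standard error 0.13, limma adjusted p = 0.0124). The largest rises on the arrays labelled treated among miRNAs detected everywhere were those of miR-192, miR-194, miR-144, miR-1939 and miR-193, from 2.22 to 3.24 on the log2 scale. MiR-1939 varied between the arrays labelled treated, with an SD of 0.69. By the t-test for unequal variances it was not past the threshold (Benjamini-Hochberg adjusted p = 0.0365). The largest falls were those of miR-31, miR-199a-3p, miR-342-3p, miR-214 and miR-199a-5p, from -2.72 to -2.41. From its comparison of injured with control kidneys, the paper states a panel of miRNAs that differ between normal and fibrotic kidneys.

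**Figure D1:**
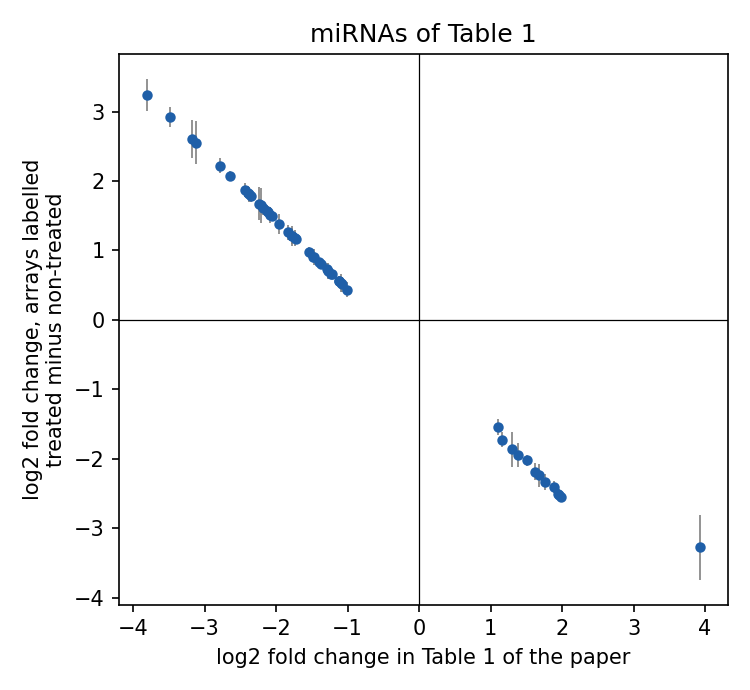
Log2 fold change of each miRNA of Table 1 in the paper (horizontal axis) and on the arrays, labelled treated minus labelled non-treated (vertical axis), with bars for the standard error from limma. All 50 points lie in the quadrants of opposite sign.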

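MiR-205 had a log2 signal of 6.39 ± 0.83 (SD, n = 4) on the arrays labelled non-treated and 3.12 ± 0.33 (SD, n = 3) on the arrays labelled treated, where only 1 of 3 arrays detected it. Its log2 fold change was -3.27 (standard error 0.47, limma adjusted p = 8.72e-04), a size that depends on the floor, since 1 of these arrays lay at it. MiR-342-3p had 8.23 ± 0.11 (SD, n = 4) on the arrays labelled non-treated and 5.71 ± 0.14 (SD, n = 3) on the arrays labelled treated, a log2 fold change of -2.52 (standard error 0.087, limma adjusted p = 2.87e-06). In the other direction, miR-29c had 8.86 ± 0.083 (SD, n = 4) on the arrays labelled non-treated and 10.35 ± 0.068 (SD, n = 3) on the arrays labelled treated, a log2 fold change of 1.49 (standard error 0.059, limma adjusted p = 3.59e-06). For miR-192 the values were 7.56 ± 0.43 (SD, n = 4) on the arrays labelled non-treated and 10.80 ± 0.059 (SD, n = 3) on the arrays labelled treated, with a standard error of 0.23 on the difference and a limma adjusted p of 3.37e-05. MiR-30b had 8.28 ± 0.12 (SD, n = 4) on the arrays labelled non-treated and 8.83 ± 0.094 (SD, n = 3) on the arrays labelled treated, a log2 fold change of 0.56 (standard error 0.08, limma adjusted p = 8.98e-04). MiR-200a had 8.81 ± 0.086 (SD, n = 4) on the arrays labelled non-treated and 9.64 ± 0.068 (SD, n = 3) on the arrays labelled treated, a log2 fold change of 0.83 (standard error 0.061, limma adjusted p = 3.68e-05). MiR-30b and miR-200a changed sign without scaling between arrays, to -0.60 and -0.33, and with scaling by spike-in controls, an alternative added after seeing the data, to -0.40 and -0.12. MiR-30b was also no longer past the threshold with scaling by the mean log2 signal of all miRNAs, at 0.047, quantile normalization, at 0.38, the deposited table, at 0.18, the replicate number as a block, at 0.60, normexp (added), at 0.063, and the deposited table without treated replicate 4 (added), at 0.43. MiR-200a was also no longer past it with the mean log2 signal of all miRNAs, at 0.32, the deposited table, at 0.67, and normexp (added), at 0.26. MiR-29c was no longer past the threshold without scaling, at 0.34. MiR-205 was no longer past it with the deposited table, at -1.84, with the replicate number as a block, at -3.31, or with normexp (added), at -0.45. The deposited table holds error estimates in place of signals for treated replicate 4. Without that column (added), miR-205 was past the threshold, at -3.30 (limma adjusted p = 0.00226), as was miR-200a, at 0.96 (limma adjusted p = 0.00129). The groups did not overlap for any of these miRNAs. An exact 2-sided permutation test, taken as 2 times the smaller tail share, gave p = 0.0571 for each. This is the smallest value that the test so defined can give for 3 arrays against 4, so it cannot go below 0.05 here.

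**Figure D2:**
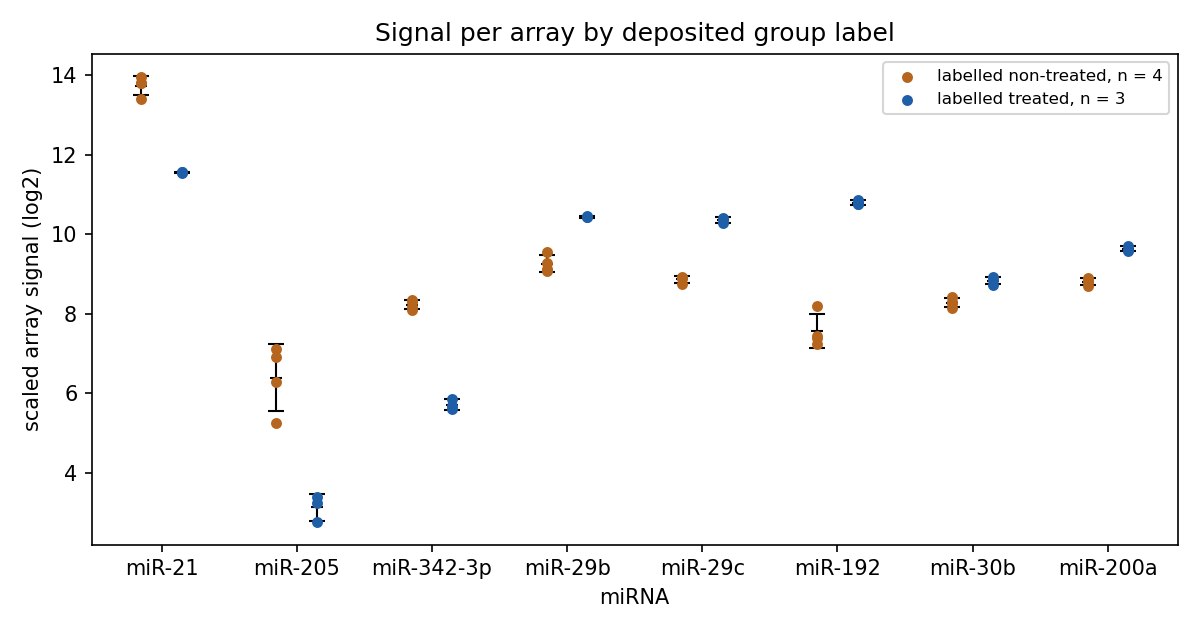
Scaled log2 signal of each array (points) for miRNAs the paper names, by deposited group label, with the mean and SD in black. The labelled groups do not overlap for any of them, and miR-21, miR-205 and miR-342-3p lie lower on the arrays labelled treated. Levels of different miRNAs are not comparable with each other.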

Most notable, among the up-regulated miRNAs were miR-205, miR-342 and miR-21, while miR-29c, miR-192, miR-30b and miR-200a were significantly down-regulated. To assess the clinical relevance of these findings, differential expression of these seven representative miRNAs in the mouse model was further evaluated by real-time PCR in human fibrotic kidneys (**Figure 1B**). In particular, our data showed a strong up-regulation of miR-21 in the injured kidney (fold change of 3 between injured and control kidneys), a miRNA known to exert major pathogenic effects in tissue fibrosis [14], [23]–[24]. 

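On the log2 scale, miR-21 had a signal of 13.75 ± 0.23 (SD, n = 4) on the arrays labelled non-treated and 11.56 ± 0.016 (SD, n = 3) on the arrays labelled treated. The log2 fold change was -2.18 (standard error 0.13, limma adjusted p = 1.30e-05). Taken as labelled non-treated over labelled treated, the direction in which the signs of Table 1 are met, this is a fold of 4.54. With each array left out in turn, the log2 fold change by label stayed between -2.29 and -2.14. It kept its sign under every alternative tried, from -3.34 to -1.62. The lower limit came without scaling between arrays.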

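Agilent's summed signal for miR-21, before scaling, was 14356, 12173, 9547 and 14750 on the arrays labelled non-treated and 1190, 1529 and 1044 on those labelled treated. The level of a miRNA was not set against that of another, because probes differ in how strongly they bind.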

Noteworthy, in fibrotic kidneys, miR-21 exhibited the highest expression level. Then, the following experiments focused on miR-21 implication in renal fibrosis.

**Figure 1:**
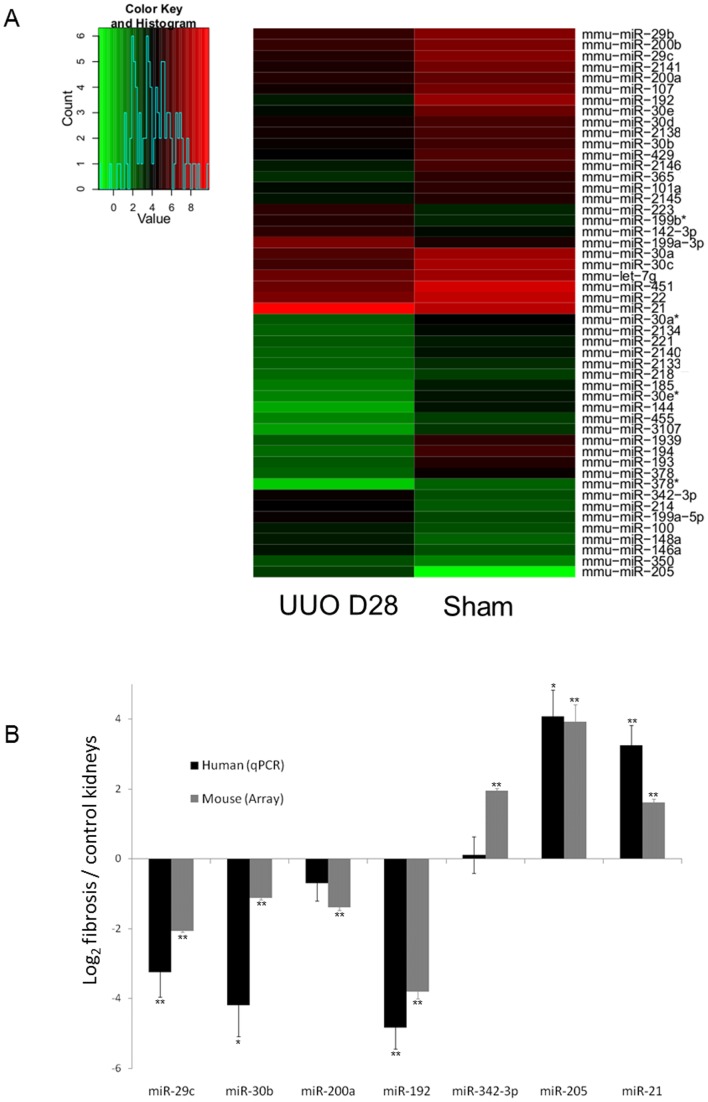
miR-21 as a relevant miRNA involved in kidney fibrosis. (A) Heat map representing the statistically significant (Bonferroni adjusted p-value <0.01) differentially expressed microRNAs in kidneys with unilateral ureteral obstruction (UUO 28 Days) compared to control kidneys (sham). n = 4 mice in each group. (B) Differential expression of miR-29c, miR-30b, miR-200a, miR-192, miR-342-3p, miR-205 and miR-21 in UUO mouse model (array) and in human fibrotic kidneys (quantitative PCR, qPCR). Results are indicated as mean of log_2_ (injured kidneys versus control kidneys). Errors are presented as SEM. Significant differences in miRNA expression between injured and control kidneys, according to array or qPCR experiments were represented as follow: *p<0.05, **p<0.01. Mice: n = 4 in each group. Human: n = 10 in each group.

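With the Bonferroni adjustment of the heat map applied to limma's p-values, 65 miRNAs passed the threshold, 31 higher and 34 lower on the arrays labelled treated.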

**Table 1:** Expression profiles of miRNAs were performed by microarray analysis and revealed 50 differentially expressed miRNAs in UUO mouse model.

	p-value	Log2 (UUO/sham)
**Down-regulated miRNA (n = 37)**		
mmu-miR-192	0.000431	−3.8048091
mmu-miR-194	0.00008	−3.48449657
mmu-miR-144	0.000891	−3.17617514
mmu-miR-1939	0.001536	−3.11770452
mmu-miR-193	0.000000	−2.78494363
mmu-miR-30e	0.000075	−2.63929985
mmu-miR-378	0.000001	−2.43765114
mmu-miR-2146	0.000024	−2.39497824
mmu-miR-30e*	0.000328	−2.3730894
mmu-miR-378*	0.000028	−2.3438244
mmu-miR-3107	0.000295	−2.23862079
mmu-miR-451	0.001343	−2.21756793
mmu-miR-30c	0.000215	−2.17793469
mmu-miR-185	0.000043	−2.13355136
mmu-miR-107	0.000001	−2.11357549
mmu-miR-365	0.000021	−2.07829141
mmu-miR-29c	0.000003	−2.05768538
mmu-miR-2134	0.000124	−1.95207121
mmu-miR-2141	0.000019	−1.82916396
mmu-miR-2140	0.000028	−1.77781433
mmu-miR-30a*	0.002073	−1.77216121
mmu-miR-29b	0.000146	−1.74096964
mmu-miR-30a	0.000137	−1.72715807
mmu-miR-429	0.00018	−1.53884554
mmu-miR-22	0.000304	−1.4779387
mmu-miR-200b	0.00192	−1.46695047
mmu-miR-200a	0.000364	−1.39479684
mmu-miR-221	0.000368	−1.37628416
mmu-miR-2145	0.000100	−1.29225451
mmu-miR-455	0.002542	−1.27395678
mmu-miR-101a	0.000056	−1.227094
mmu-miR-let-7g	0.000086	−1.22309962
mmu-miR-2138	0.000056	−1.1250415
mmu-miR-30b	0.000004	−1.12075616
mmu-miR-2133	0.000382	−1.09512979
mmu-miR-30d	0.003136	−1.08042327
mmu-miR-218	0.000175	−1.00312769
**Up-regulated miRNA (n = 13)**		
mmu-miR-205	0.000184	3.92700288
mmu-miR-199a-3p	0.000026	1.98898365
mmu-miR-342-3p	0.000027	1.95335752
mmu-miR-214	0.000015	1.94544365
mmu-miR-199a-5p	0.000000	1.88971783
mmu-miR-223	0.000019	1.76768255
mmu-miR-199b*	0.000052	1.67170497
mmu-miR-21	0.000718	1.61857791
mmu-miR-146a	0.000001	1.51438686
mmu-miR-142-3p	0.002995	1.38532666
mmu-miR-148a	0.001349	1.2935533
mmu-miR-100	0.000001	1.15643869
mmu-miR-350	0.002692	1.10017907

### Altered expression of miR-21 in fibrotic kidneys

As depicted in **Figure 2A**, mice with UUO exhibited a time dependent increased expression of miR-21 during disease progression. *In situ* hybridization experiments performed in the injured kidneys 28 days after UUO revealed a selective expression of miR-21 in area consistent with fibrotic lesions (**Figure 2B**). In addition, miR-21 levels were correlated with the expression of two major extracellular matrix proteins (fibronectin and type I collagen, COL1A1) released by activated kidney fibroblasts, as well as TGFβ, a central pro-fibrotic growth factor, and α Smooth Muscle Actin (ACTA2), a marker of myofibroblast differentiation (**Figure 2C–F**). Furthermore, expression of miR-21 in normal primary kidney fibroblasts was significantly induced upon TGFβ exposure (**Figure 3A and 3B**). Fibroblasts derived from fibrotic kidneys (28 days UUO) exhibited higher miR-21 expression level (**Figure 3C**) and higher ACTA2 expression (**Figure 3D**) compared to control fibroblasts. Finally, we further showed that ectopic expression of miR-21 in primary kidney fibroblasts was sufficient to promote myofibroblast differentiation, as determined by an increased in both ACTA2 (**Figure 3E**) and COL1A1 (**Figure 3F**) expression levels. Altogether, these findings strongly suggest that miR-21 is likely to be involved in the pathogenic activation of kidney fibroblasts during fibrosis.

**Figure 2:**
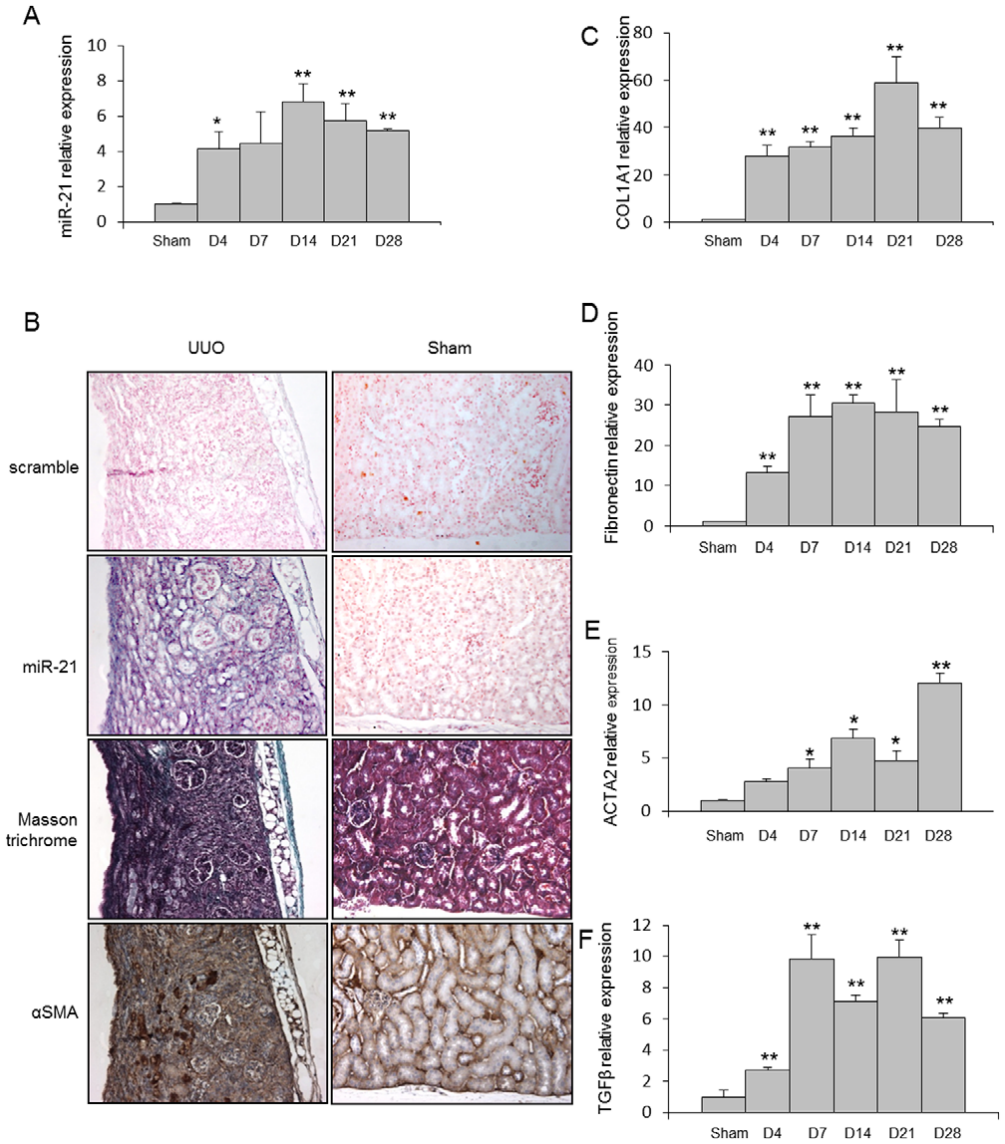
miR-21 is up-regulated in kidneys from Unilateral Ureteral Obstruction (UUO) mice. (A) miR-21 expression in kidneys from C57BL/6 mice after UUO at the indicated time points. SNO-251 was used as normalizer, n = 5 to 9 mice in each group. (B) *In situ* hybridization assay was performed to determine the stromal localization of miR-21 and its colocalization with α-SMA in kidneys of C57BL/6 mice harvested 28 days after UUO. (C) COL1A1, (D) fibronectin, (E) ACTA2 and (F) TGFβ expression in kidney from C57BL/6 mice after UUO at the indicated time points. PPIA was used as normalizer, n = 5 to 9 mice in each group. Data are expressed as mean ± SEM. * p<0.05 and ** p<0.01.

**Figure 3:**
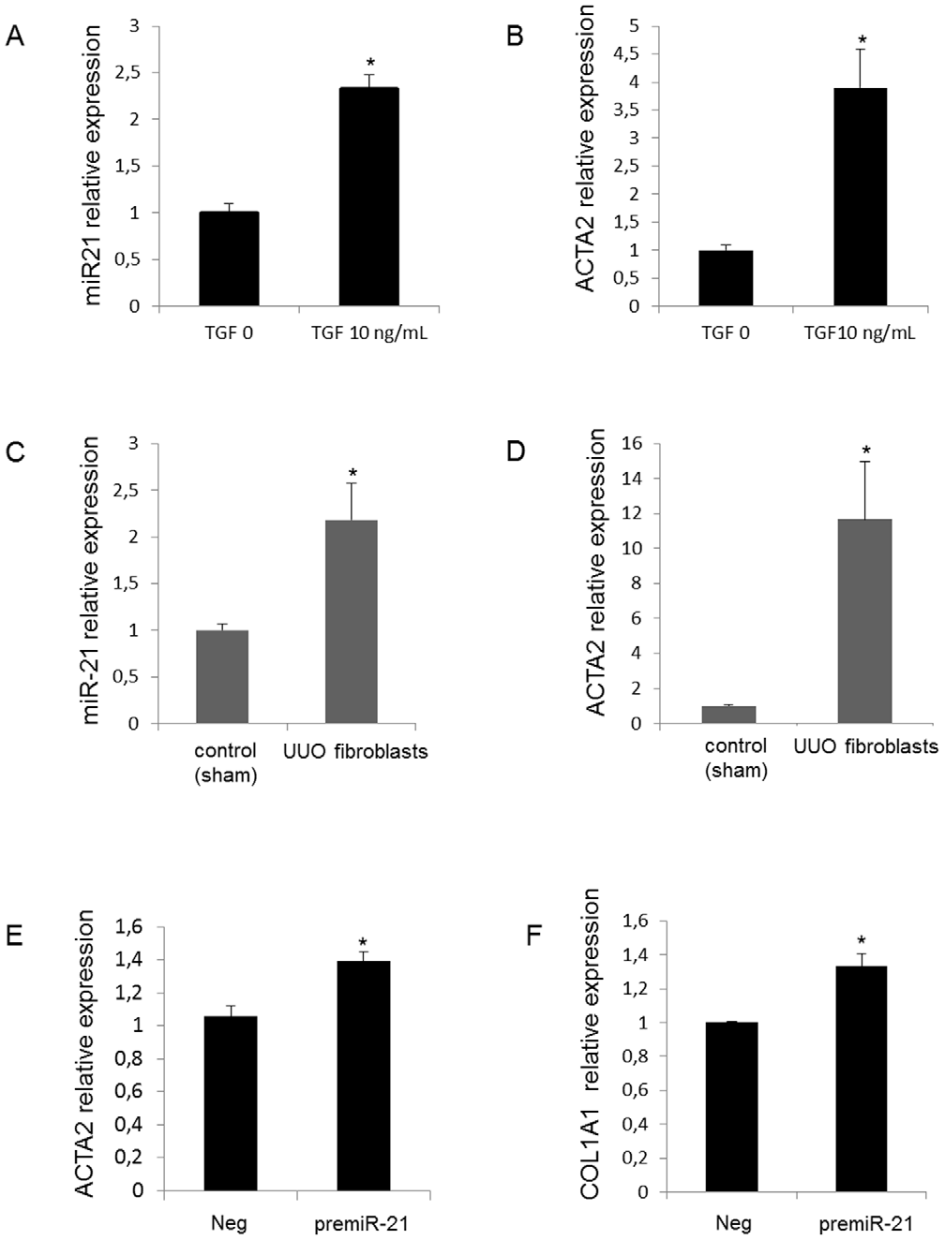
miR-21 is expressed in activated renal fibroblasts and upregulated in response to TGFβ stimulation . miR-21 and ACTA2 expression levels obtained by real time PCR in (A–B) control primary kidney fibroblasts exposed or not to TGF-β1 (10 ng/mL), and in (C–D) primary fibroblasts derived from fibrotic kidneys (UUO mice) and primary fibroblasts derived from normal kidneys (sham mice). (E–F) ACTA2 and COL1A1 expression levels obtained by real time PCR in control primary kidney fibroblasts transfected with either scrambled miRNA (neg) or premiR-21 (10 nM). Data are expressed as mean ± SEM. * p<0.05.

Interestingly, miR-21 expression was strongly up-regulated in kidneys explanted from renal transplanted patients and exhibiting severe fibrosis on graft biopsies (**Figure 4A**). This tissue expression was specifically localized in myofibroblasts-rich areas, as determined by α-smooth muscle actin immunostaining (**Figure 4B**).

**Figure 4:**
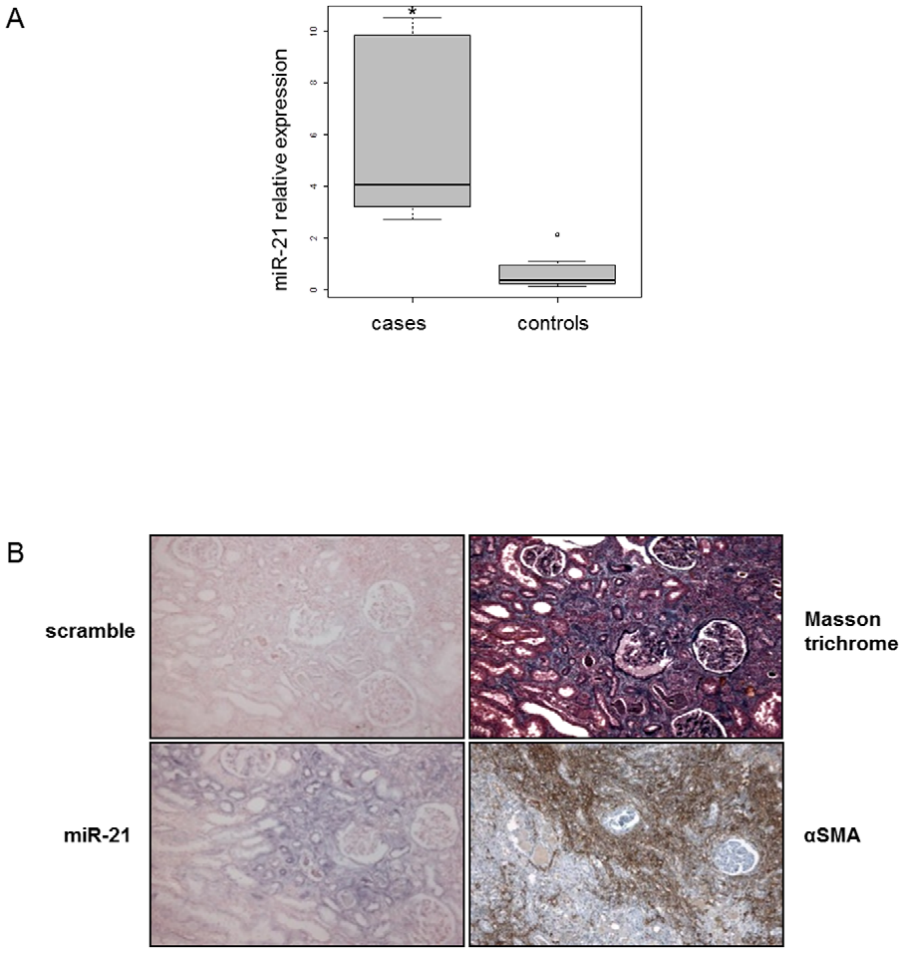
miR-21 is up-regulated in kidneys from patients with severe kidney fibrosis. (A) miR-21 expression obtained by real time PCR in kidneys from patients with severe kidney fibrosis (cases n = 11) versus normal human kidneys (controls n = 12). RNU6B was used as normalizer. Data are expressed as mean ± SEM. * p<0.05. (B) *In situ* hybridization assay was performed to determine to determine the stromal localization of miR-21 and its colocalization with α-SMA in the kidney from detransplanted patients. Results represent one out of three independent experiments.

### Elevated circulating miR-21 levels are associated with kidney fibrosis

Patients were categorized in different groups according to renal allograft fibrosis score based on Banff classification as detailed in **Table 2**. To exclude potential biases, we determined to what extent serum miRNA levels were confounded with the baseline patient characteristics. Serum miR-21 levels were not different according to patient gender or age (**Figure 5A–B**). Serum levels of miR-21 in patients with severe fibrosis (IF/TA grade 3) were significantly elevated when compared to other patients (IF/TA grades 0, 1 and 2) (3.0±1.0 *vs* 1.5±1.2; p<0.001) (**Figure 5C**). As shown in **Figure 5D**, circulating miR-21 levels gradually increased with IF/TA fibrosis grade (R = 0.376, p = 0.01). The predictive power of circulating miR-21 levels for the presence of severe kidney fibrosis (IF/TA grade 3) was evaluated by ROC-analysis (**Figure 5E**). This revealed an area under the curve of 0.891 (95% confidence interval, 0.792–0.989). By contrast, circulating miR-21 levels were not correlated with other Banff criteria related to acute inflammation, chronic vascular or glomerular changes (**Figure 6**). Subsequently, we assessed the correlation between serum levels of miR-21 with patient renal function. MiR-21 correlated significantly to both estimated glomerular filtration rate (GFR) evaluated by aMDRD formula (regression coefficient R = −0.451, p = 0.003, **Figure 5F**) and plasmatic creatinine (R = 0.490, p<0.0001, not shown). In a model including IF/TA grade and estimated GFR, multivariate linear regression described independent associations between circulating miR-21 levels and IF/TA score (ß = 0.307, p = 0.03), as well as miR-21 levels and aMDRD (ß = −0.398, p = 0.006). By contrast, no correlation was observed between miR-21 levels and cellular lysis markers (as lactate dehydrogenase, alanine amino transferase and aspartate amino transferase) or C Reactive Protein.

**Figure 5:**
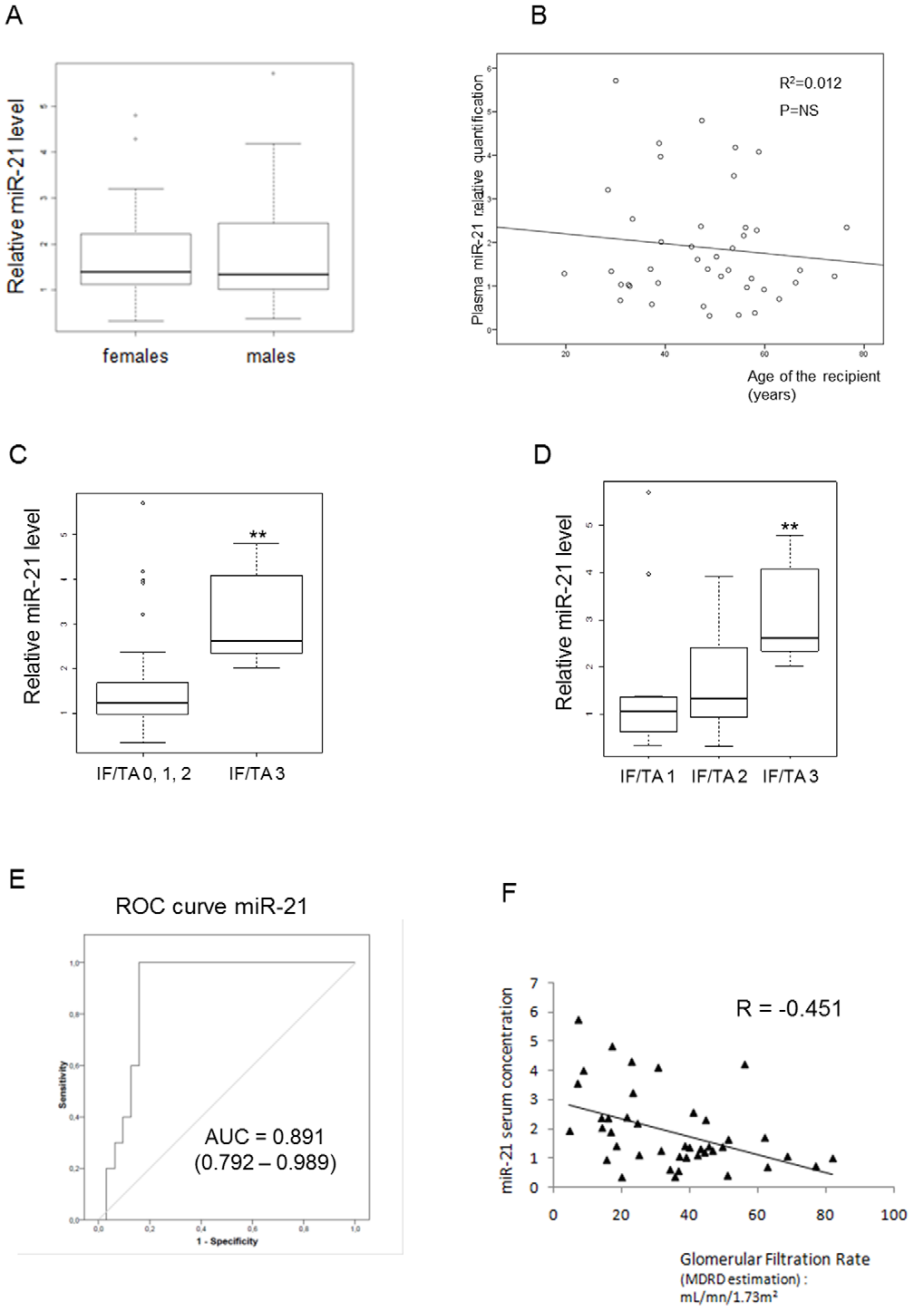
Circulating miR-21 is a potential biomarker of kidney fibrosis. (A, B) Circulating miR-21 levels are not affected by patient gender or age. (C, D) miR-21 circulating levels are increased in patients with high grade of Interstitial Fibrosis/Tubular Atrophy grade 3 (IF/TA grade 3). MiR-16 was used as normalizer. (E) Receiver operating characteristic curve analysis displaying the diagnostic power in predicting severe kidney fibrosis (IF/TA grade 3) of circulating miR-21 levels (area under the curve (AUC): 0.891). (F) Significant correlation (p<0.003, R = −0.451) between circulating miR-21 and glomerular filtration rate (based on MDRD formula) in patients with various grade of kidney fibrosis is shown. Data are expressed as mean ± SEM. ** p<0.01.

**Figure 6:**
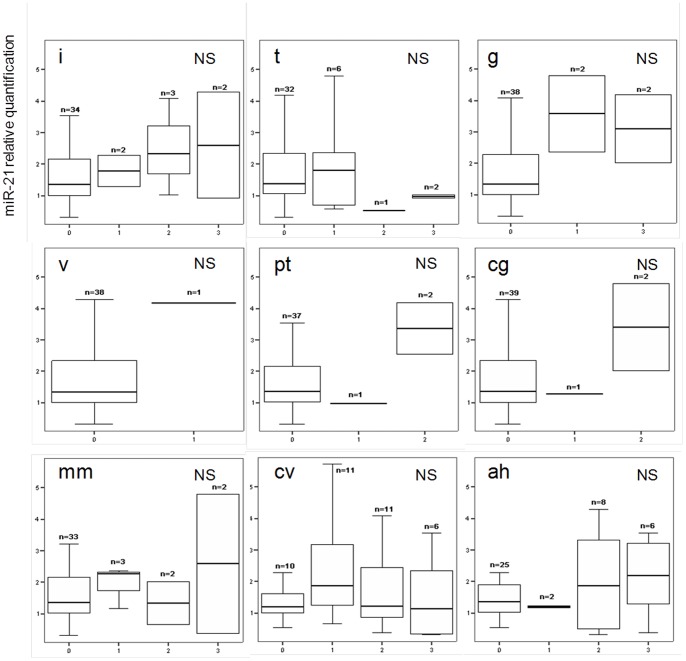
Circulating miR-21 levels are not associated with Banff criteria related to acute lesions or chronic vascular or glomerular lesions. i: Mononuclear Cell Interstitial Inflammation, t: Tubulitis, g: Glomerulitis, v: Intimal Arteritis, ptc: Peritubular Capillaritis, cg: Allograft Glomerulopathy, mm: Mesangial Matrix Increase, cv: Fibrous Intimal Thickening, ah: Arteriolar Hyaline Thickening. NS: not significant.

**Table 2:** Patient demographics.

	IF/TA 0	IF/TA 1	IF/TA 2	IF/TA 3	p-value
n	13	12	7	10	ns
Male/Female (n)	9/4	8/4	2/5	4/6	ns
**Post-graft delay** (months)	19.0±6.2	35.9±37.2	66.2±43.4	70.9±56.3	p = 0.002
**Age** (recipient, years).	47.2±13.0	49.3±15.4	42.9±15.4	42.9±15.4	ns
eGFR (MDRD, mL/min/1.73m^2^)	34±19	40±21	42±19	24±11	ns

ns: not significant, eGFR: estimated Glomerular Filtration Rate, MDRD: Modification of Diet in Renal Diseases.

## Discussion

The discovery of serum miRNAs as potential biomarkers holds great promise to overcome the difficulties of collecting tissue samples by an invasive process. In particular, as circulating miRNAs are reliably stable and can be detected with high sensitivity and specificity [25]–[26], recent studies have reported that, in response to tissue injury, miRNAs expressed in specific cell types can be released into the bloodstream [20], reflecting therefore tissue damage.

In this study, we first investigated whether the UUO mouse model accurately reflected the changes in miRNA expression occurring during human kidney fibrosis. Overall, our data showed a good concordance between miRNAs differentially expressed in human and mice fibrotic kidneys, suggesting therefore that the UUO mouse model is clinically relevant to investigate miRNA pathogenic functions. Although microarrays were performed at late stage of fibrosis (28 days after UUO), our data are consistent with previous reports based on mice that underwent a shorter obstruction period [27]–[29]. 

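MiR-29b had a log2 signal of 9.26 ± 0.21 (SD, n = 4) on the arrays labelled non-treated and 10.44 ± 0.016 (SD, n = 3) on the arrays labelled treated, a log2 fold change of 1.18 (standard error 0.12, limma adjusted p = 1.59e-04). The median log2 fold change over the 3 members of the miR-29 family was 1.18, from 0.28 to 1.49. Of these members, 2 passed when adjusted over the list alone and 2 when adjusted over all miRNAs tested, and Table 1 holds 2 of them. As a set the family had an adjusted p of 0.0624 by limma's camera. MiR-29b was no longer past the threshold without scaling between arrays, with a log2 fold change of 0.019, with the deposited table, at 1.03, and, in alternatives added after seeing the data, with normexp, at 0.54, and with spike-in scaling, at 0.22. The deposited table holds error estimates for treated replicate 4, and without that column (added) miR-29b was past the threshold, at 1.29 (limma adjusted p = 0.00512).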

In line with previous findings, miR-29 family members (i.e. miR-29b and miR-29c), which are involved in the regulation of ECM component synthesis, especially collagen [30]–[32], are under-expressed 28 days after UUO. 

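MiR-192 was higher on each array labelled treated than on any array labelled non-treated. Its log2 signals were 7.40, 7.22, 8.18, 7.43 on the arrays labelled non-treated and 10.76, 10.77, 10.86 on those labelled treated. MiR-194, of the same cluster list, had 5.91 ± 0.25 (SD, n = 4) on the arrays labelled non-treated and 8.83 ± 0.055 (SD, n = 3) on the arrays labelled treated. Both kept their sign under every alternative tried.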

We also observed a down-regulation of miR-192, a miRNA exhibiting both pro- and anti-fibrotic properties depending of cell phenotype [33]. Nevertheless, controversial results have been reported, as Zarjou *et al.* [27] also observed a down-regulation of this miRNA whereas Chung *et al*. [34] found an up-regulation of miR-192 using the same experimental mouse model.

Given the established role of miR-21 in tissue fibrosis [14], [23]–[24], [27]–[28], we decided to focus on this miRNA by assessing whether miR-21 in addition to its profibrotic effects was a reliable non invasive blood marker of kidney fibrosis.

MiR-21 is one of the most extensively studied miRNA. Previous reports have indeed shown its consistent up-regulation in various disease conditions including cancers [35]–[37]. In the context of fibrosis, recent reports demonstrated a major role of miR-21 in mediating the pathogenic activation of lung, kidney and cardiac fibroblasts and ultimately fibrosis [27], [38]–[40]. Importantly, miR-21 could also be a novel promising therapeutic target to treat fibrosis. Indeed, *in vivo* modulation of miR-21 using antisens oligonucleotides strategy may attenuate the manifestation of chronic fibrosis [28]–[29], [41]–[42].

In the present study, our data confirmed the central pathogenic role played by miR-21 to orchestrate the molecular events leading to kidney fibrosis. MiR-21 expression was consistently induced in both human and mouse fibrotic kidney, especially in myofibroblasts-rich areas. In particular, miR-21 expression was well correlated with disease progression in the experimental mouse model and was significantly up-regulated as early as day 4 following UUO. Therefore, altered expression of miR-21 is likely to represent an early molecular event driving the fibrosis process rather than a secondary effect of the long-standing disease process.

Although miR-21 functions have been extensively characterized in tissue fibrosis, these previous studies largely focused on miR-21 tissue expression and did not evaluate the potential of circulating miR-21 level as a biomarker of tissue fibrosis [28], [40]. Only Villar *et al*. (2012) described a correlation between myocardial and circulating miR-21 levels in aortic stenosis patients with myocardial fibrosis [43]. Therefore, we tested the hypothesis that circulating miR-21 levels are associated with renal fibrosis and discriminate patients by fibrosis grade. Patients included in this study were renal transplant recipients treated with Tacrolimus, an anti-calcineurin known for its pro-fibrotic effects [44]–[45]. To our best knowledge, we report for the first time that miR-21 circulating levels are not only significantly increased in patients with severe IF/TA grade but also gradually increase with IF/TA fibrosis grade. This correlation was specific of kidney fibrosis as no other significant association was found with other histological changes related to acute inflammation, chronic vascular or glomerular alterations. This strongly suggests that the increased expression of miR-21 observed in serum reflects the proportion of kidney tissue damaged by active fibrosis. Noteworthy, we observed a significant inverse correlation between circulating miR-21 levels and patient renal function status evaluated by aMDRD (abbreviated Modification of Diet in Renal Disease) formula. Nevertheless, in a multivariate analysis, circulating miR-21 levels remain associated to kidney fibrosis grade, independently of renal function.

In conclusion, our results defined miR-21 as a reliable serum marker of severe kidney fibrosis in renal transplanted patients. This study highlights that assessing circulating miRNAs is a promising non invasive approach that may help to stratify patients according to kidney fibrosis grade. From this point of view, large scale assessment of circulating miRNA levels using high throughput technologies will undoubtly provide new specific markers relevant for clinicians.

## Methods

### Ethics Statement

Patients provided their written informed consent. This study was performed in accordance with the Declaration of Helsinki and was approved by our local ethics committee (CPP Nord-Ouest IV).

All animal care and experimental protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of Lille 2 University (Protocol Number: CEEA 162011). Manipulators carried out all experimental protocols under strict guidelines to ensure careful and consistent handling of the mice.

### Patients

42 renal transplanted recipients uniformly treated with Tacrolimus were included. During the follow-up, biopsies were performed routinely three months after transplantation (protocol biopsies) or later on clinical indication (for cause biopsies), as described in our local regular protocol of renal transplant care.

Renal fibrosis severity was evaluated according to histological criteria (interstitial fibrosis (ci) and tubular atrophy (ct) scores) defining Interstitial Fibrosis/Tubular Atrophy (IF/TA, 2007 Banff classification) [46]. Patients were selected according to IF/TA score in order to get homogeneous groups. Sera were collected at the time of biopsies.

Non-pathological renal parenchyma samples were collected from twelve nephrectomies performed for renal or urinary tract cancer in patients with normal renal function. Mirror samples were analyzed by a pathologist to ensure the absence of lesion. Fibrotic renal parenchyma samples were obtained from eleven explanted renal allografts.

### Mouse model of kidney fibrosis

All animal care and experimental protocols were conducted according to European, national and institutional regulations (Protocol Number: CEEA 162011). Manipulators carried out all experimental protocols under strict guidelines to ensure careful and consistent handling of the mice. 9–12 weeks old male C57BL/6 mice were purchased from Charles River. Mice underwent anesthesia by intraperitoneal injection of pentobarbital (50 mg/kg body weight) and were subjected to Unilateral Ureteral Obstruction (UUO). After standard laparotomy, the left proximal ureter was exposed and ligated with 4–0 silk at two points. The sham operation consisted of a similar identification of the left ureter without ligation.

### Histopathology

Human and mouse kidney samples from non-pathological and fibrotic kidney specimens were formalin-fixed and paraffin-embedded. Three-micrometer-thick sections were stained with hematoxylin and eosin as well as Masson's trichrome to assess the degree of fibrosis. Grading was performed according to updated Banff 07 classification [46].

### Mouse renal fibroblast primary culture

Mouse kidneys were dissected in 1 mm3 fragments. Fragments were incubated 30 min at 37°C in 5 mL of complete Dulbecco's Modified Eagle Medium (DMEM) containing 10% fetal bovine serum (FBS), 1% penicillin/streptomycin and 2 mg/mL collagenase IV (200 U/mL, Invitrogen). This step was performed three times and the suspension was filtered after each digestion step on 70 µm filters. Cells were centrifuged 5 min at 1200 rpm and washed twice with Phosphate Buffer Saline (PBS). Cells were cultured with complete DMEM (10% FBS) at 37°C with 5% v/v CO2 in a humidified atmosphere. One hour after plating, medium was changed to remove non adherent epithelial cells.

### Pre-miRNAs overexpression in kidney fibroblasts

Pre-miR-21 and control miRNA (miR-Neg # 1) were purchased from Ambion. Primary mouse renal fibroblasts were grown in 10% FBS in DMEM and transfected at 50% confluency in 6-well plates using Lipofectamin RNAi MAX™ (Invitrogen) with pre-miRNA at a 10 nM final concentration. Recombinant TGFβ was purchased from Sigma-Aldrich.

### miRNAs isolation from serum

Total RNAs, including miRNAs, were extracted from 200 µL of serum using miRNeasy Mini kit (Qiagen) with few modifications. In particular, 4 µg MSII RNA (Roche) were added to samples chloroform extraction.

### Tissues and cells RNA extraction

Total RNA were extracted from tissue and cell samples with the miRNeasy Mini kit (Qiagen). Integrity of RNA was assessed by using an Experion Automated Electrophoresis System (Biorad) (RQI above 8).

For human formalin-fixed and paraffin-embedded kidney samples, total RNA was obtained using the RecoverAll™ Total Nucleic Acid Isolation Kit (Ambion).

### Array analysis

MicroRNA profiling was performed with an Agilent GeneChip® Mouse miRNA Microarray containing 567 microRNAs (Sanger miRbase release 10.1), in accordance with the protocol described by the manufacturer (Agilent). MicroRNA microarray data were log2 transformed and normalized to the mean of each array, and a t-test was used to identify those microRNAs that were differentially expressed (p<0.01) between injured kidneys and controls. The experimental data and microarray design have been deposited in the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under serie GSE39831.

### Quantitative RT-PCR

#### Mature miRNAs expression

MiR-21 expression was evaluated using TaqMan MicroRNA Assay (Applied Biosystems) as described in their protocol. Real-time PCR was performed using Master Mix II, no UNG (Applied Biosystems) and Step One Plus Real Time PCR System. Expression levels of mature microRNAs were calculated based on the comparative threshold cycle method (2^−ΔΔCT^) [47].

#### Gene expression

Expression levels of fibronectin, collagen 1, TGFβ and αSMA (ACTA2) were analyzed using TaqMan MicroRNA Assay (Applied Biosystems) according to the manufacturer's instructions. Real-time PCR was performed using TaqMan® Gene Expression Master Mix (Applied Biosystems) and Step One Plus Real Time PCR System. Expression levels of mRNA were assessed using the comparative threshold cycle method (2^−ΔΔCT^) [47]. PPIA (cyclophilin A) was used as normalizer.

### Immunohistochemistry

Immunohistochemical study was performed on an automated immunostainer (Benchmark XT, Ventana) with the XT ultraview diaminobenzidine kit. Dewaxed samples were subjected to antigen retrieval in Tris-EDTA buffer pH 9 for 30 min, then incubated with the primary antibody anti-human alpha smooth muscle antigen (clone 1A4, DAKO; dilution 1/200). Negative controls were performed by omitting primary antibodies.

### *In situ* hybridization

*In situ* hybridization of miR-21 was performed using double DIG-labeled LNA probes (Exiqon, Woburn, MA). Paraffin-embedded mouse kidneys were dewaxed in xylene and rehydrated in descending grades of alcohol. Slides were then washed in PBS (pH 7.5) and permeabilized by incubating in proteinase K (Exiqon) for 15 min at 37°C. The slides were again washed in PBS, and prehybridized in hybridization buffer (Exiqon) in a humidified chamber. The 5′ DIG-labeled LNA probes were then added to the sections at a 80 nM concentration and incubated 2 hours at 50°C in a humidified chamber. Slides were rinsed in 5X SSC, 1X SSC and 0.2X SSC solutions at the same hybridization temperature and rinsed again with 0.2X SSC at room temperature. This was followed by blocking with 2% sheep serum, 2 mg/mL Bovine Serum Albumine in PBS +0.1% Tween 20 (PBST) and incubation with anti-DIG-AP Fab fragments antibody (1∶800) (Roche Applied Sciences) for 2 hours at room temperature. After washing in PBST, the color reaction was carried out by incubation in 5-bromo-4-chloro-3-indolyl phosphate (BCIP)/nitro blue tetrazolium (NBT) color solution (Roche Applied Sciences) with 1 mM levamisole overnight at room temperature. The color reaction was stopped after observation of sufficient development of blue precipitate by washing with PBST. Slides were then counterstained with Fast-Red.

### Statistical analysis

Results of experimental data are given as mean ± Standard Error of the Mean (S.E.M). Statistical significance between experimental groups was assessed using ANOVA, unpaired Student's t-test or non parametric test. Correlations between serum levels of miRNA and clinical values were determined by calculating the Pearson correlation coefficient. In order to appreciate the accuracy of miR-21 as kidney fibrosis marker (IF/TA grade 3), a Receiver Operating Characteristic (ROC) curve was generated. To analyze association between miR-21 and covariables, we performed multivariable linear regression.

Statistical analyses were performed using the SPSS package, version 15.0 for Windows (Chicago, Illinois, USA). Significance was assumed at a p level of less than 5%.

How the deposited data were processed for this re-analysis (not part of the article)

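Kidney RNA of mice was measured on 7 1-colour Agilent miRNA arrays, 3 labelled treated and 4 labelled non-treated in the deposited record. The authors deposited scanner output of Agilent Feature Extraction 10.7.3.1, in which the processed signal of a spot is an intensity on a linear scale after background subtraction. A table of processed values deposited by the authors holds, per probe, the processed intensity of the first spot for 6 arrays, within a relative tolerance of 1e-05, with no log, centring or scaling. For the array of treated replicate 4 it holds the error estimate of that intensity instead. The medians of its columns are given with the other observations. The deposited values have no depth in reads, and the number of arrays limits the precision.

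From the intensities, the mean over spots without outlier flags was taken per probe and summed per miRNA, control spots left out. No spot was saturated. Signals were scaled by the mean log2 signal of miRNAs detected on all arrays, floored and taken as log2. limma 3.58.1 in R 4.3.3 tested labelled treated against labelled non-treated, with Benjamini-Hochberg adjusted p below 0.01, over miRNAs detected on every array of at least 1 group. A miRNA not detected on any array of a group has only a bound there, taken against the lowest detected signal of each array. Exact permutation tests are 2-sided, as 2 times the smaller tail share, and cover 35 splits. The main setting, the miRNAs to be named, the lists and most alternatives were chosen before the data were examined. Named are the miRNAs of the paper's text and Fig. 1B, the 5 largest rises and 5 largest falls past the threshold with detection on every array and no overlap of groups, the 3 largest changes outside Table 1, and up to 5 miRNAs of Table 1 not past the threshold.

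Lists of miRNA families, clusters and cell sources were tested with limma's camera, and with fry, at an adjusted p below 0.05, a limit for lists that was not fixed before the data were examined. The lists are the miR-29, miR-30, miR-200 and let-7 families, the cluster of miR-192 and miR-194, the cluster of miR-144 and miR-451, miR-199 with miR-214, the series miR-2132 to miR-2146, white blood cells and red blood cells. The steps from scaling to fit were tested on simulated data for the comparison of the labels. Of 60 simulated changes of 1.50 on the log2 scale among 236 miRNAs, 54 were recovered, with 0 false calls. The simulated arrays had every miRNA detected, changes of random direction and array offsets unrelated to the labels. They therefore do not test how the steps handle undetected miRNAs or a difference in overall signal between the groups.

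Replicates were compared before they were averaged. The SD of log2 differences between arrays of a group was at least 1.53 times that expected from the spots alone, which argues against a scan deposited again under another label but not against repeated hybridizations of the same RNA. The arrays were taken as separate samples because the deposited record lists them so. Slide and scan could not be used as blocks, since there was 1 of each. The alternatives covered scaling, signal column, probes, detection filter, floor, test, threshold, the replicate number as a block and each array left out. Alternatives added after seeing the data were normexp with an offset of 50 on median signals, the deposited table without treated replicate 4, scaling by spike-in controls, the row of the slide as a block, and Agilent's summed signal raised to at least 1 and scaled by the 75th percentile of all features. The last was found by comparing several signal columns, floors and percentiles with the values of Table 1. normexp on mean signals was not run, because that column was not in the files used here. The human samples, PCR and serum measurements of the paper were not analysed here.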

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

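The tests in this part were chosen after the results were seen, apart from the comparison of the groups itself.

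Outside Table 1, 81 miRNAs passed the threshold, 21 higher and 60 lower on the arrays labelled treated. The paper does not report them. Named by the rule are miR-31 with a log2 fold change of -2.72 (standard error 0.10, limma adjusted p = 2.87e-06) and miR-132 with -2.38 (standard error 0.15, limma adjusted p = 2.06e-05), both lower on the arrays labelled treated, and miR-146b. MiR-146b was not well above background on any array labelled treated, and was at least 6.86-fold higher on those labelled non-treated (limma adjusted p = 3.59e-06), taken against the lowest detected signal of each array. MiR-132 was detected on 2 of 3 arrays labelled treated and lay at or near the floor on all of them, so the size of its change depends on the floor. MiR-31 was detected on every array labelled treated, above the floor but near it. Its log2 signals there were 2.82, 3.03 and 2.95 against a floor of 2.75. Of 35 splits of the arrays into groups of these sizes, 1, the real one, gave as many changed miRNAs (129 in all), and the next gave 2, which argues against a random grouping as their source. A fold change limit as the whole reason for their absence from Table 1 is argued against by 36 miRNAs outside the table that passed p below 0.01 by the methods' t-test and a log2 fold change over 1 in the setting that meets the table's values. Among miRNAs detected on all arrays there were 18, which argues against a limit to those. Both counts use unadjusted p. The paper's heat map names a Bonferroni adjustment, which was not tried with the fold change limit in that setting, so a stricter rule on p stays open. In the setting that meets the table's values, 86 miRNAs were called, 58 higher and 28 lower on the arrays labelled treated. The 50 of Table 1 are among these 86. The balance of directions therefore depends on the setting. With normexp the log2 fold changes of miR-31 and miR-132 shrank to -0.051 and -0.018 and miR-146b differed by 0, and none was past the threshold. The offset of 50 added there shrinks the fold changes of low signals. With the deposited table miR-132 was not past the threshold either, at -0.51, and without the column of treated replicate 4, which holds error estimates (added), it was past it, at -2.50 (limma adjusted p = 4.37e-04). The state of the kidneys stays open as an untested biological explanation.

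Non-treated replicate 3 stood apart from the other arrays of its label group. Its mean log2 signal of miRNAs detected on all arrays was 6.65, against 7.40 to 7.52. Its mean log2 spike-in signal was 11.72, against 12.15 to 12.22. The 75th percentile of total signal was 6.91, against 13.7 to 14.9. After scaling, its miR-29c log2 signal was 8.74, against 8.89 to 8.91. Chance flags 5% of groups, and 4 of 24 groups were past the limit, though the measures of total signal are related to each other. Its spike-in signal fell by 0.46 on the log2 scale against the mean of the other 3, so labelling or hybridization efficiency is a candidate explanation for part of its low signal. Signal relative to spike-in signal still fell by 0.33, which argues against that as the whole reason. The amount and quality of its RNA were not tested. The labels name no biological difference within a group, but a difference between animals was not tested and stays open. Without this array 140 miRNAs passed the threshold.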

How the results depend on the processing

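The alternatives marked as added were chosen after seeing the data. MiR-21 kept its direction and its side of the threshold under all alternatives tried. In the main setting 129 miRNAs passed, 56 higher and 73 lower on the arrays labelled treated, and 53 of them passed in the same direction under all 8 scalings, 7 higher and 46 lower. The scaling sets the middle of the distribution. The median log2 fold change of all miRNAs tested was -0.061 in the main setting, -0.30 with the 75th percentile of miRNAs detected on all arrays, -0.56 with the mean log2 signal of all miRNAs, 0.092 with the 75th percentile of all miRNAs, -1.00 with spike-in controls and -1.20 without scaling. All changes are relative to that middle.

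With the deposited table in place of the scanner signals, the number changed was 56, the number higher 27, the number lower 29, r with Table 1 was -0.973, and newly past the threshold were the median of the cluster of miR-144 and miR-451 at 1.81, the median of the cluster of miR-192 and miR-194 at 2.92, the median of the red blood cell list at 1.81. With Bonferroni adjustment, the number changed was 65, the number higher 31, the number lower 34. With a log2 fold change of at least 1 required in addition, the number changed was 69, the number higher 33, the number lower 36. With normexp on median signals (added), the number changed was 59, the number higher 25, the number lower 34, r with Table 1 was -0.889, and no longer past the threshold were the median of the series miR-2132 to miR-2146 at 0.26, the median of the miR-30 family at 0.55, and newly past the threshold were the median of the cluster of miR-192 and miR-194 at 1.90, the median of the let-7 family at -0.60. With scaling by the mean log2 signal of all miRNAs, the number higher was 36, the number lower 121, and newly past the threshold were the median of the cluster of miR-144 and miR-451 at 1.62, the median of the cluster of miR-192 and miR-194 at 2.57, the median of the red blood cell list at 1.62, and with the sign changed were miR-218 at -0.071. Without scaling between arrays, the number higher was 7, the number lower 162, and newly past the threshold were the median of the cluster of miR-144 and miR-451 at 0.98, the median of the cluster of miR-192 and miR-194 at 1.92, the median of the red blood cell list at 0.98, and with the sign changed were miR-30b at -0.60, miR-200a at -0.33, miR-2133 at -0.63, miR-218 at -0.72, the median of the miR-200 family at -0.33, the median of the series miR-2132 to miR-2146 at -0.51. With scaling by spike-in controls (added), the number higher was 19, the number lower 166, and no longer past the threshold were the median of the list of miR-199 and miR-214 at -3.41, the median of the white blood cell list at -2.90, and newly past the threshold were the median of the cluster of miR-144 and miR-451 at 1.18, the median of the cluster of miR-192 and miR-194 at 2.13, the median of the red blood cell list at 1.18, and with the sign changed were miR-30b at -0.40, miR-200a at -0.12, miR-2133 at -0.42, miR-218 at -0.52, the median of the miR-200 family at -0.12, the median of the series miR-2132 to miR-2146 at -0.31. With Agilent's summed signal and the 75th percentile of all features (added), the number higher was 103, the number lower 42, r with Table 1 was -1.00, and no longer past the threshold were the median of the series miR-2132 to miR-2146 at 1.21, and with the sign changed were the median of the let-7 family at 0.55. With the 75th percentile of all miRNAs, the number lower was 46, and no longer past the threshold were the median of the series miR-2132 to miR-2146 at 0.89, and with the sign changed were the median of the let-7 family at 0.23. With the deposited table but no treated replicate 4 (added), the number lower was 47, r with Table 1 was -0.995, and newly past the threshold were the median of the cluster of miR-144 and miR-451 at 2.20, the median of the cluster of miR-192 and miR-194 at 3.15, the median of the miR-200 family at 0.96, the median of the miR-29 family at 1.29, the median of the red blood cell list at 2.20, and with the sign changed were the median of the let-7 family at 0.051. With quantile normalization, r with Table 1 was -0.992, and no longer past the threshold were the median of the series miR-2132 to miR-2146 at 0.72. With Agilent's summed signal, r with Table 1 was -1.00, and newly past the threshold were the median of the cluster of miR-192 and miR-194 at 3.12, the median of the miR-200 family at 0.87, the median of the miR-29 family at 1.22, and with the sign changed were the median of the let-7 family at 0.028. With only miRNAs detected on all arrays, r with Table 1 was -1.00, and no longer past the threshold were the median of the series miR-2132 to miR-2146 at 0.64. With the floor at 2 times its value, r with Table 1 was -0.99, and newly past the threshold were the median of the cluster of miR-192 and miR-194 at 3.08, the median of the miR-200 family at 0.83, the median of the miR-29 family at 1.18. With the 75th percentile of miRNAs detected on all arrays, newly past the threshold were the median of the cluster of miR-144 and miR-451 at 1.88, the median of the cluster of miR-192 and miR-194 at 2.83, the median of the miR-29 family at 0.93, the median of the red blood cell list at 1.88. Without a detection filter, newly past the threshold were the median of the cluster of miR-144 and miR-451 at 2.13, the median of the cluster of miR-192 and miR-194 at 3.08, the median of the miR-200 family at 0.83, the median of the miR-29 family at 1.18, the median of the red blood cell list at 2.13. With detection on at least 1 array, newly past the threshold were the median of the cluster of miR-192 and miR-194 at 3.08, the median of the miR-200 family at 0.83, the median of the miR-29 family at 1.18. With the floor lowered, newly past the threshold were the median of the cluster of miR-192 and miR-194 at 3.08. With scaling by the mean linear signal, no longer past the threshold were the median of the series miR-2132 to miR-2146 at 0.67, and with the sign changed were the median of the let-7 family at 0.011. The cause of these changes was not tested, apart from thresholds and filters that by construction call or test fewer miRNAs.

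With each array left out in turn, the number changed ranged from 112 to 140, r with Table 1 from -0.997 to -0.994, the median of the cluster of miR-144 and miR-451 from 1.99 to 2.33, the median of the cluster of miR-192 and miR-194 from 2.99 to 3.22, the median of the let-7 family from -0.049 to 0.00259, the median of the miR-200 family from 0.79 to 0.87, the median of the series miR-2132 to miR-2146 from 0.61 to 0.70, the median of the miR-29 family from 1.09 to 1.27, the median of the red blood cell list from 1.99 to 2.33. The let-7 median changed sign without treated replicate 1. The cluster of miR-144 and miR-451 passed its limit without non-treated replicate 4, the cluster of miR-192 and miR-194 and the miR-29 family without non-treated replicate 3 or 4, and the miR-200 family without non-treated replicate 3. The series miR-2132 to miR-2146 no longer passed without non-treated replicate 2, treated replicate 1 or treated replicate 4. MiR-2133 passed the threshold without non-treated replicate 1, at 0.64, and miR-218 without non-treated replicate 2, at 0.50. Over all alternatives, the named miRNAs gave 589 values on the same side of the threshold in the same direction, 23 no longer past it, 16 newly past it and 9 of changed sign.

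With the replicate number as a block, 94 miRNAs passed, 46 higher and 48 lower. Same-numbered arrays did not deviate together, with correlations of their deviations across miRNAs of -0.0548, -0.0344 and 0.181. They lie in the same row of the slide, and no other link between them is known. Non-treated replicate 2 has no partner, so this block in effect leaves it out. For miR-21 the log2 fold change was -2.29 both with the block and without that array. A miRNA no longer past the threshold under the block can therefore reflect lost precision. With the row of the slide as a block (added), 120 passed. Slide and scan as blocks could not be run, because there was 1 of each. Low signal limits what can be measured, and between 193 and 282 of 696 miRNAs were detected per array.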

Differences from the paper's values

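The paper's log2 fold changes are given for obstructed over sham. The values here have the opposite sign by label for all 50 miRNAs of Table 1. They are compared below with the sign turned, as labelled non-treated over labelled treated, and the value by label is the same number with the other sign. On that scale 49 of 50 differed from the paper's by more than the replicate SD or, for miR-205 with an array at the floor, by more than 1.5 times in fold, with a median difference of 0.57. The differences are close to a single shift, since 46 of 50 lie within 0.01 of that median, and the median moved with the scaling, from 0.32 with the 75th percentile of all miRNAs to 1.72 without scaling. The values follow. For miR-192 it was -3.80 in the paper against -3.24, for miR-194 it was -3.48 against -2.92, for miR-144 it was -3.18 against -2.61, for miR-193 it was -2.78 against -2.22, for miR-30e it was -2.64 against -2.07, for miR-378 it was -2.44 against -1.87, for miR-2146 it was -2.39 against -1.83, for miR-30e* it was -2.37 against -1.81. For miR-378* it was -2.34 in the paper against -1.78, for miR-3107 it was -2.24 against -1.67, for miR-451 it was -2.22 against -1.65, for miR-30c it was -2.18 against -1.61, for miR-185 it was -2.13 against -1.57, for miR-107 it was -2.11 against -1.55, for miR-365 it was -2.08 against -1.51, for miR-29c it was -2.06 against -1.49. For miR-2134 it was -1.95 in the paper against -1.39, for miR-2141 it was -1.83 against -1.26, for miR-2140 it was -1.78 against -1.21, for miR-30a* it was -1.77 against -1.21, for miR-29b it was -1.74 against -1.18, for miR-30a it was -1.73 against -1.16, for miR-429 it was -1.54 against -0.97, for miR-22 it was -1.48 against -0.91. For miR-200b it was -1.47 in the paper against -0.90, for miR-200a it was -1.39 against -0.83, for miR-221 it was -1.38 against -0.81, for miR-2145 it was -1.29 against -0.73, for miR-455 it was -1.27 against -0.71, for miR-101a it was -1.23 against -0.66, for let-7g it was -1.22 against -0.66, for miR-2138 it was -1.13 against -0.56. For miR-30b it was -1.12 in the paper against -0.56, for miR-2133 it was -1.10 against -0.53, for miR-30d it was -1.08 against -0.51, for miR-218 it was -1.00 against -0.44, for miR-205 it was 3.93 against 3.27, for miR-199a-3p it was 1.99 against 2.55, for miR-342-3p it was 1.95 against 2.52, for miR-214 it was 1.95 against 2.51. For miR-199a-5p it was 1.89 in the paper against 2.41, for miR-223 it was 1.77 against 2.33, for miR-199b* it was 1.67 against 2.24, for miR-21 it was 1.62 against 2.18, for miR-146a it was 1.51 against 2.02, for miR-142-3p it was 1.39 against 1.95, for miR-148a it was 1.29 against 1.86, for miR-100 it was 1.16 against 1.72. For miR-350 it was 1.10 in the paper against 1.54. MiR-1939 lay within the SD. Of the alternatives set before the data were examined, the 75th percentile of all miRNAs brought the most within these limits, 11 of 50, and the others between 1 and 5. A setting chosen after seeing the values, by trying several signal columns, floors and percentiles against Table 1, was Agilent's summed signal raised to at least 1 and scaled by the 75th percentile of all 718 features. It met all 50 values with the sign turned to within 1.40e-06, on 3 against 4 arrays, and dropped none of the paper's miRNAs.

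The paper's count of changed miRNAs is 50, and 129 passed here. Of the 31 alternatives set before the data were examined, 3 gave a count within 1.5 times the paper's, namely the deposited table, Bonferroni adjustment and a log2 fold change of at least 1. The deposited table holds error estimates for treated replicate 4. Without that column (added) 92 passed, which is outside this limit. The paper gives 37 down and 13 up, and with the sign turned 56 were lower and 73 higher. The first came within 1.5 times the paper's under 16 of 31 alternatives, namely the 75th percentile of miRNAs detected on all arrays, the mean log2 signal of all miRNAs, Agilent's summed signal, the deposited table, no filter, the doubled floor, the methods' t-test with Benjamini-Hochberg adjustment, the t-test for unequal variances with and without it, Bonferroni adjustment, a log2 fold change of at least 1, the replicate number as a block, and leaving out non-treated replicate 1, 2 or 4 or treated replicate 1. The other did so under 0, with a range from 29 to 162. In the setting that meets Table 1, chosen after seeing the values, the methods' t-test with a log2 fold change over 1 called 86 miRNAs, among them the 50 of Table 1. Of the miRNAs of Table 1 not past the threshold in the main setting, miR-218 and miR-2133 both passed with the 75th percentile of all miRNAs, with only miRNAs detected on all arrays, with the floor lowered, with limma's trend and robust options, and in the setting that meets Table 1. MiR-218 also passed with quantile normalization, Agilent's summed signal, the brightest probe, normexp (added) and without non-treated replicate 2, and miR-2133 without non-treated replicate 1.

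The paper's fold for miR-21 is 3, and with the sign turned it was 4.54 here. It came within 1.5 times the paper's under 9 of 27 alternatives set before the data were examined, namely the mean linear signal, the 75th percentile of all miRNAs, quantile normalization, Agilent's summed signal, the brightest probe, and leaving out non-treated replicate 1, 3 or 4 or treated replicate 4. The text's value is rounded. Against the fold of 3.07 from the log2 value of Table 1, the fold here is 1.48 times as large, and 21 of the 27 alternatives lay within 1.5 times. In the setting chosen after seeing the values it was 3.07.

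Table 1 also gives p-values, without saying whether they are adjusted. The unadjusted p of the methods' t-test was within 1.5 times the paper's for 4 of 50 miRNAs, and for 6 in the setting that meets the log2 values. The paper places miR-205, miR-342 and miR-21 up and miR-29c, miR-192, miR-30b and miR-200a down in obstructed kidneys, and each had the opposite direction by label.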

Other observations

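The tests in this part were chosen after the results were seen, apart from those of the lists.

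The arrays give the direction of change opposite to Table 1 by the deposited labels. A single mislabelled array is argued against by the correlations, of which the highest between arrays of different groups was 0.935 and the lowest within a group 0.990. Scaling is argued against too, since it shifts all miRNAs about alike and so would turn the sign in a single direction, while 37 miRNAs down in Table 1 were higher and 13 up in Table 1 were lower on the arrays labelled treated. With the sign turned, the values of Table 1 were met to within 1.40e-06 from these 7 arrays, and with any array left out the largest deviation was at least 0.18. This is consistent with an exchange of the groups, or of the ratio, as a whole. As to which side is exchanged, the paper's PCR of kidneys after obstruction, which does not rest on these arrays, shows miR-21 raised (Fig. 2A), and by label miR-21 changed by -2.18 on the log2 scale, lower on the arrays labelled treated. This is consistent with the deposited labels as the exchanged side. In obstructed mouse kidneys it rests on a single miRNA measured by PCR. The paper also measured 7 miRNAs by PCR in human fibrotic kidneys (Fig. 1B). It reports a good concordance between human and mouse fibrotic kidneys, with the arrays read in the direction of Table 1. That points to the same side, though in another species. No record ties an array to an operation, so the labels were kept as deposited.

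Before scaling, the mean log2 signal of miRNAs detected on all arrays was lower on the arrays labelled treated, by a difference of -1.16. The spike-in signal differed by -0.20, which argues against labelling or hybridization efficiency as the whole cause. Within rows of the slide the differences were -1.41 and -0.92, which argues against the row. The amount and quality of the RNA that entered labelling were not tested and stay open, as does the state of the kidneys.

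Both strands of a precursor may change together, as a hypothesis. Over 8 pairs of a miRNA and its star strand, both detected on all arrays and above the floor, the log2 fold changes by label correlated at Pearson's r = 0.986 (permutation p = 4.00e-05, with 100000 random pairings) and Spearman's rho = 0.976 (permutation p = 3.60e-04). Without the 2 pairs farthest from the median, r was 0.964. Both members had the same direction in 8 pairs. Over all 16 pairs tested, of which some have a strand at the floor, r was 0.920. Several pairs belong to the miR-30 family. The correlation is across miRNAs, which are not independent replicates, and no technical explanation was tested for it.

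In the lists, the median log2 fold change by label was for miR-199 and miR-214 -2.46 (camera adjusted p = 0.00950, 4 of 4 in Table 1), for the white blood cell list -1.95 (camera adjusted p = 0.00816, 4 of 7 in Table 1), for the miR-30 family 1.16 (camera adjusted p = 0.00816, 5 of 5 in Table 1) and for miR-2132 to miR-2146 0.64 (camera adjusted p = 0.0491, 7 of 10 in Table 1). These were the 4 lists past the limit of 0.05. Of the others outside the miR-29 family, the medians were the cluster of miR-192 and miR-194 3.08 (camera adjusted p = 0.0580, 2 of 2 in Table 1), the cluster of miR-144 and miR-451 2.13 (camera adjusted p = 0.0912, 2 of 2 in Table 1), the miR-200 family 0.83 (camera adjusted p = 0.0624, 3 of 5 in Table 1) and the let-7 family -0.017 (camera adjusted p = 0.894, 1 of 8 in Table 1). The red blood cell list has the same 2 members on the array as the cluster of miR-144 and miR-451. All 10 lists passed under fry and 0 with an estimated correlation in camera. Members in Table 1 were picked by the study on these arrays. The miR-200 family and the series miR-2132 to miR-2146 changed sign without scaling and with spike-in scaling, and let-7 with the mean linear signal, the 75th percentile of all miRNAs, Agilent's summed signal, without treated replicate 1, and in 2 added settings, the deposited table without treated replicate 4 and the setting that meets Table 1.

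In the deposited table of processed values, the column of treated replicate 4 equals the error estimate of the first spot for 1981 of 1981 probes, while the other columns equal its signal. Its median is 1.00. The medians of the others are 0.445, 0.532, 0.470, 0.346, 0.322, 0.276 for non-treated replicates 1 to 4 and treated replicates 1 and 3. With that table as deposited 56 miRNAs passed the threshold, and without that column 92.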
